# Senescent skeletal muscle fibroadipogenic progenitors recruit and promote M2 polarization of macrophages

**DOI:** 10.1111/acel.14069

**Published:** 2023-12-19

**Authors:** Xu Zhang, Yan Er Ng, Lucas C. S. Chini, Amanda A. Heeren, Thomas A. White, Hao Li, Haojie Huang, Madison L. Doolittle, Sundeep Khosla, Nathan K. LeBrasseur

**Keywords:** cellular senescence, fibroadipogenic progenitors (FAPs), macrophages, migration, polarization

## Abstract

Senescent cells compromise tissue structure and function in older organisms. We recently identified senescent fibroadipogenic progenitors (FAPs) with activated chemokine signaling pathways in the skeletal muscle of old mice, and hypothesized these cells may contribute to the age‐associated accumulation of immune cells in skeletal muscle. In this study, through cell–cell communication analysis of skeletal muscle single‐cell RNA‐sequencing data, we identified unique interactions between senescent FAPs and macrophages, including those mediated by *Ccl2* and *Spp1*. Using mouse primary FAPs in vitro, we verified increased expression of *Ccl2* and *Spp1* and secretion of their respective proteins in the context of both irradiation‐ and etoposide‐induced senescence. Compared to non‐senescent FAPs, the medium of senescent FAPs markedly increased the recruitment of macrophages in an in vitro migration assay, an effect that was mitigated by preincubation with antibodies to either CCL2 or osteopontin (encoded by *Spp1*). Further studies demonstrated that the secretome of senescent FAPs promotes polarization of macrophages toward an M2 subtype. These data suggest the unique secretome of senescent FAPs may compromise skeletal muscle homeostasis by recruiting and directing the behavior of macrophages.

**Abbreviations**
BMDM: Bone Marrow Derived Macrophages
BMP: Bone Morphogenetic Protein
CCL: The Chemokine (C‐C motif) Ligand
CXCL: The chemokine (C‐X‐C motif) Ligand
FAPs: Fibroadipogenic Progenitors
FGF: Fibroblast Growth Factors
GSEA: Gene Set Enrichment Analysis
IGF: Insulin‐like Growth Factor
MK: midkine
ncWNT: non‐canonical WNT
OPN: Osteopontin
SASP: Senescence‐Associated Secretory Phenotype
SA‐β‐Gal: Senescence‐Associated Beta‐Galactosidase
scRNA‐seq: Single‐Cell RNA‐Sequencing

## 1 INTRODUCTION

Fibroadipogenic progenitors (FAPs) are dynamic cells that reside within the interstitial space of skeletal muscle. As their name implies, FAPs can differentiate into fibroblasts and adipocytes, and as a result, contribute to skeletal muscle fibrosis and lipid accumulation. FAPs can also influence the behavior of other resident cells in skeletal muscle, including satellite cells and myofibers, and facilitate the recruitment of immune cells through various signaling molecules (Biferali et al., 2019). These actions are important for skeletal muscle homeostasis, and are particularly evident in the context of injury. Correspondingly, depletion of FAPs in regenerating skeletal muscle compromises expansion of both satellite cells and immune cells (Wosczyna et al., 2019). These data highlight the critical role of FAPs in maintaining skeletal muscle health and function through cell–cell communication.

Senescence is a cell fate in response to diverse forms of stress, characterized by stable growth arrest, altered morphology, chromatin reorganization, organelle dysfunction, and secretion of biologically active molecules, termed the senescence‐associated secretory phenotype (SASP) (Coppe et al., 2010). While senescence is a conserved mechanism to counter replication of damaged preneoplastic cells (Collado & Serrano, 2010), senescent cells accumulate with age and contribute to the dysfunction of multiple tissues, in part, through their SASP (Khosla et al., 2020). In a recent study, we identified a subpopulation of FAPs in skeletal muscle of old mice with core features of cellular senescence, including high expression of the cyclin‐dependent kinase inhibitor p16^ink4a^ along with genes involved in chemokine signaling and cytokine–cytokine receptor interactions (Zhang et al., 2022). Although the significance of the altered transcriptional profile of senescent compared to non‐senescent FAPs in skeletal muscle has not been examined, its characteristics suggest it may influence their communication with other cells.

Across tissues, immune cells are primary recipients of signals from senescent cells. In the context of health, immune cells facilitate the removal of senescent cells, while in disease they can instead amplify the proinflammatory SASP (Behmoaras & Gil, 2021; Sturmlechner et al., 2021). Macrophages are a key component of the innate immune response in tissues such as skeletal muscle and play an important role in the maintenance of tissue homeostasis, and the response to infection and injury (Sousa et al., 2023). Macrophages can differentiate into different subgroups with specific and even opposing biological functions (Krasniewski et al., 2022). When activated by IFNγ or LPS, macrophages undergo M1 polarization and produce inflammatory cytokines and nitric oxide to eliminate bacteria, viruses, or dysfunctional cells. When activated with IL‐4 and IL‐13, macrophages undergo M2 polarization and exhibit more of an anti‐inflammatory phenotype, but, interestingly, can also promote fibrosis (Braga et al., 2015). In fact, in skeletal muscle of older mice and humans, macrophages are shifted in favor of the M2 subtype, and appear to contribute to age‐related collagen deposition (Cui et al., 2019; Wang et al., 2015). Given the interplay between FAPs and macrophages, the susceptibility of FAPs to senescence, and the marked shift in the transcriptional profile of FAPs as a consequence of senescence, it is plausible that senescent FAPs differentially recruit and influence the phenotype of macrophages.

To test this hypothesis, we first analyzed cell–cell communication patterns in skeletal muscle of young and old mice using single‐cell RNA‐sequencing (scRNA‐seq) data. This revealed extensive but distinct cross‐talk between non‐senescent compared to senescent FAPs and macrophages. Next, we examined candidate SASP factors mediating FAP‐macrophage interactions and then studied the influence of the SASP on markers of macrophage polarization using an in vitro model consisting of mouse primary FAPs and mouse macrophages.

## 2 METHODS

### 2.1 Cell–cell communication analysis using CellChat

Single‐cell RNA‐seq data of FAPs and macrophages within mouse skeletal muscle, including data from three 6‐month‐old mice and three 24‐month‐old mice, were extracted from GSE172410. FAPs were separated into non‐senescent and senescent populations as published (Zhang et al., 2022). The Seurat object containing the non‐senescent FAPs, senescent FAPs, and macrophages were merged, filtered, normalized, and scaled using Seurat (V3.1.3), and the cell–cell communication analysis was performed using Cellchat (v1.0.0) following the standard workflow (Jin et al., 2021). Details can be found in their tutorial at https://github.com/sqjin/CellChat.

### 2.2 Mouse information and cell culture

The use of male and female C57BL/6 mice for cell isolation was approved by the Mayo Clinic Institutional Animal Care and Use Committee. FAPs were isolated from 3‐ to 6‐month‐old mouse skeletal muscle (Quadriceps, Gastrocnemius, and tibialis anterior muscles) using magnetic‐activated cell sorting for the CD45‐/CD31‐/α7‐integrin‐/SCA‐1+ population (Zhang et al., 2022). FAPs were cultured in Dulbecco's Modified Eagle Medium (DMEM, Gibco) supplemented with 20% fetal bovine serum (FBS), 1% penicillin–streptomycin‐glutamine, and 10 ng/mL recombinant human bFGF at 37°C with 95% air, 5% CO_2_ and 3% O_2_. To induce senescent FAPs in vitro, cells were treated with either 20μM of etoposide for 48 h and 5 more days in a normal medium, or with 10 Gy of X‐ray and then maintained for 21 days. RAW264.7 macrophages were cultured in DMEM supplemented with 10% FBS and 1% penicillin–streptomycin‐glutamine at 37°C with 95% air and 5% CO_2_. BMDM cells were isolated from bone marrow of 3‐ to 6‐month‐old mouse as previously described with some modifications (Zhang et al., 2017). Briefly, bone marrow was isolated from femurs and tibias, treated with red blood cell lysis buffer, filtered through a 70 μm strainer, and then plated in DMEM supplemented with 10% FBS, 1% penicillin–streptomycin‐glutamine, and 25 ng/mL M‐CSF at 37°C with 95% air, 5% CO_2_. Five days later, cells were split for treatment with conditioned medium from non‐senescent or senescent FAPs.

### 2.3 Senescence‐associated β‐galactosidase (SA‐β‐gal) staining

Senescence beta‐galactosidase staining kit (Cell Signaling Technology, Cat # 9860S) was used for the beta‐galactosidase staining.

### 2.4 RNA isolation and quantitative real‐time PCR

RNA was extracted using Trizol method, reverse transcribed to cDNA, and analyzed by quantitative real‐time PCR using Taqman low ROX master mix. Primers and probes for qPCR are listed in the supplementary key resource Table S1.

### 2.5 RNA sequencing and data analysis

For RNAseq, libraries were prepared using TruSeq Stranded mRNA Sample Prep kit and sequenced using the Illumina cBot and HiSeq 3000/4000 PE Cluster kit on an Illumina HiSeq 4000. Differentially expressed genes were analyzed using EdgeR (V3.10) in R (V3.6.0). Gene Set Enrichment Analysis was performed using software GSEA (v.4.0.3).

### 2.6 Magpix assay

Conditioned medium was collected from either non‐senescent or senescent FAPs in DMEM 4.5 g/l glucose supplemented with 10% FBS and 1% penicillin–streptomycin‐glutamine at 37°C at 3% O_2_ incubator for 24 h. Conditioned medium was filtered through 0.22 μm filter before analysis, and the cell number was quantified using an automated cell counter (Biorad) for normalization. The concentrations of GDF‐15, TNFRI, TNFRII, IL‐6, IL‐10, ICAM‐1, PAI‐1, Eotaxin, MCP‐1, MMP‐2, and OPN in 50 μL of conditioned medium were quantified using multiplex magnetic bead immunoassays (R&D Systems).

### 2.7 Macrophage migration and polarization assay

Macrophage migration was assessed using a transwell assay in a 24‐well plate with polycarbonate membrane inserts with 8.0 μm pores (Corning). Briefly, 1 x 10^5^ of RAW264.7 cells were seeded in the insert (upper chamber) in 100 μL of medium with 0.1% BSA. Lower chambers were then filled with 600 μL of either conditioned medium, or medium with 0.1% BSA as a negative control. For some wells, antibodies against OPN (100 ng/mL) or CCL2 (100 ng/mL) were added into the conditioned medium. After culture for 24 h, the migrated cells on the lower surface of the membrane were stained with DAPI (Invitrogen) and imaged using an EVOS microscope (Thermo) and quantified using Fiji.

Macrophage polarization was assessed by culturing the RAW264.7 or BMDM in the conditioned medium for 24 h. Medium containing LPS and IFN‐gamma or IL‐4 and IL‐13 were used for M1/M2 control. After 24 h of treatment, cells were scraped off the dish and collected for RNA isolation or staining and Flow Cytometry analysis.

### 2.8 Flow cytometry analysis

Cells were harvested by scraping from dishes, and a total of 1 × 10^6^ cells were suspended in 500 μL of 5% FBS/PBS solution, and incubated with APC anti‐mouse CD68 antibody (Biolegend Cat# 137008), PE anti‐mouse CD80 antibody (Biolegend Cat# 104708), FITC anti‐mouse CD206 antibody (Biolegend Cat# 141704) under the manufacturer recommended concentration for 1 h. After being washed with PBS solution 3 times, cells were loaded into the flow cytometer (BD FACSCanto, BD biosciences) and data were analyzed with FlowJo software (v10.8.1). More details are listed in the supplementary key resource Table S1.

### 2.9 Statistical analysis

Statistical analyses were carried out using GraphPad Prism 8, and a *p* < 0.05 was considered statistically significant. For comparisons between 2 groups, unpaired *t*‐test was used. For comparisons between multiple groups, a one‐way ANOVA was used. All data are expressed as the mean ± SEM (standard error of the mean).

## 3 RESULTS

### 3.1 Senescence alters FAP to macrophage communication

We recently reported that a subpopulation of FAPs in the skeletal muscle of old (24 months of age) mice exhibit hallmarks of cellular senescence, including increased expression of p16 and gene sets associated with chemokine signaling and cytokine–cytokine receptor interactions along with elevated markers of DNA damage, and chromatin reorganization (Zhang et al., 2022). To study the influence of senescence on cell–cell communication patterns, we analyzed scRNA‐seq data using CellChat (Jin et al., 2021). Leveraging the expression profiles of ligands, receptors, and their associated cofactors across various cell populations, CellChat can predict the primary signaling inputs and outputs in cells, as well as how these cells and signals orchestrate their functions in a coordinated manner (Jin et al., 2021). Extensive yet distinct ligand and receptor pairs, and autocrine and paracrine communication patterns were revealed between non‐senescent FAPs and senescent FAPs (Figure 1a–c and Figure S1).

**FIGURE 1:**
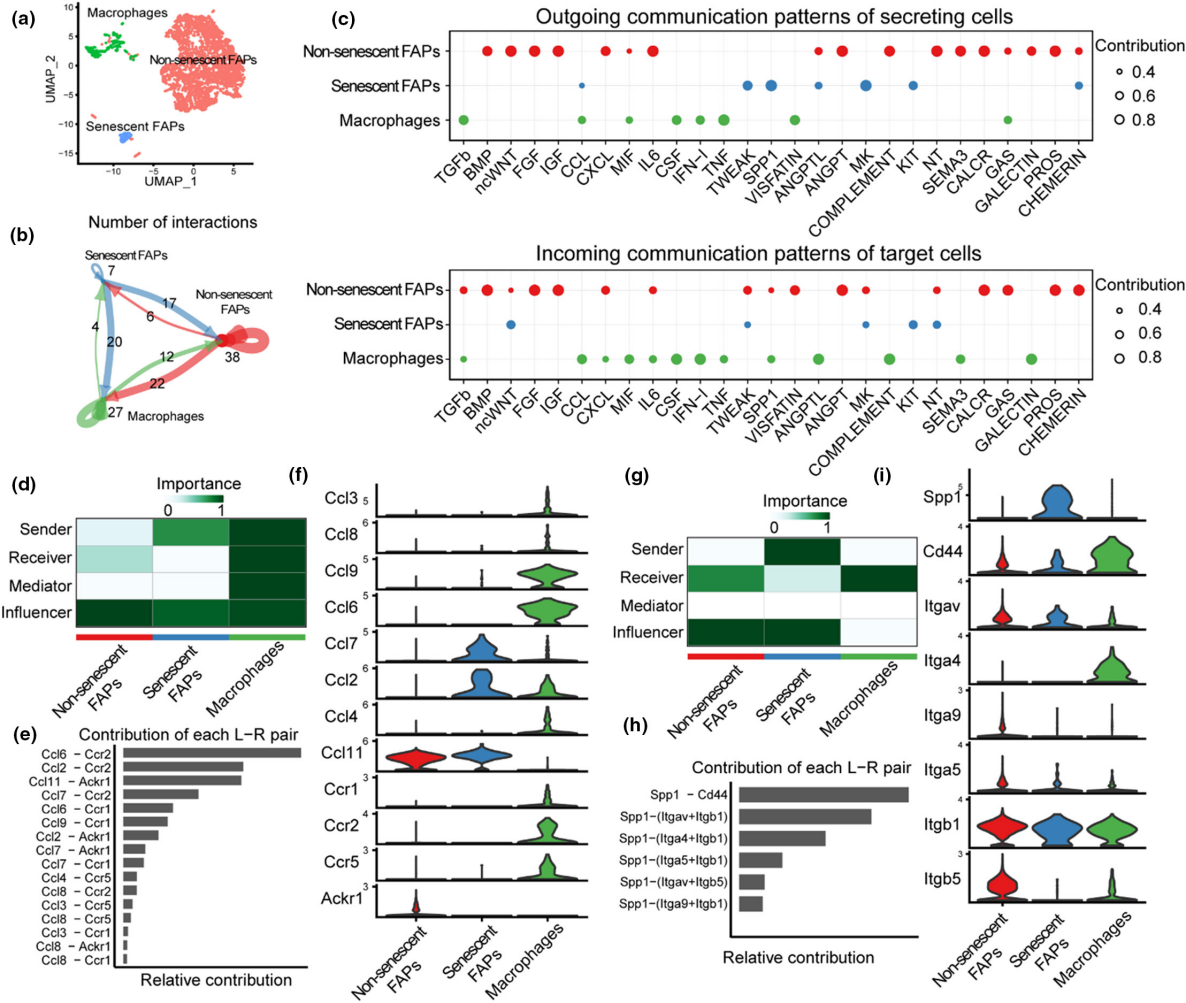
Senescence alters FAP autocrine and paracrine signaling in skeletal muscle. (a) Integration of scRNA‐seq data from non‐senescent FAPs, senescent FAPs, and macrophages. (b) CellChat analysis revealed an extensive intercellular communication network between non‐senescent and senescent FAPs and macrophages. (c) Dot plot showing significant outgoing (sender) and incoming (receiver) pathways of different cell subpopulations. (d,g) Significant interactions in CCL (d) and SPP1 (g) signaling pathways between senescent FAPs and macrophages. Heatmap showing the dominant senders and receivers in the network. (e,h) Contribution of different ligand and receptors in the CCL (e) and SPP1 (h) pathway. (f,i) Violin plot showing the gene expression of the contributing ligands and receptors in the CCL2 (f) and SPP1 (h) signaling pathway.

Non‐senescent FAPs exhibited a multitude of outgoing signals, including BMP, ncWNT, FGF, IGF, CXCL, and galectin (Figure 1c). In addition to being the senders, non‐senescent FAPs were also the receivers of many of these signals (e.g., BMP, FGF, and galectin), consistent with autocrine signaling. To a lesser extent, non‐senescent FAPs signaled to macrophages through outgoing communication patterns such as complement, SMEA3, and galectin, indicative of paracrine signaling. Interestingly, many of the outgoing signals observed in non‐senescent FAPs were absent in senescent FAPs, as were several incoming autocrine signals, including BMP, ncWNT, FGF, IGF, CXCL, complement, SEMA3, and galectin. Instead, senescent FAPs were the unique senders of chemokine ligands (CCLs), osteopontin (SPP1), midkine (MK), and TWEAK (Figure 1c).

CCLs and SPP1 are chemokines commonly associated with the SASP. Accordingly, macrophages were the receivers of CCL incoming communication patterns (Figure 1d). Further analysis revealed *Ccl6*, *Ccl2*, *Ccl11*, and *Ccl7* were the major ligands contributing to this interaction, while *Ccr2* and *Ackr1* were the major receptors (Figure 1e). Notably, *Ccl2*, *Ccl7*, and *Ccl11* were uniquely or most highly expressed in senescent FAPs while their major receptor *Ccr2* was only expressed in macrophages (Figure 1f).

A similar cell–cell communication pattern was observed for the SPP1 pathway (Figure 1g), as further investigation of scRNA‐seq data demonstrated that the receptor of this senescent FAP‐derived ligand, *Cd44*, was highly expressed in macrophages (Figure 1h,i). Collectively, these data suggest that cellular senescence fundamentally alters outgoing communication patterns from FAPs by inducing the loss of autocrine signals and the gain of paracrine chemokine signals, particularly to macrophages, in the skeletal muscle of old mice.

### 3.2 An in vitro model of senescent FAPs

To further explore the impact of senescence on cell–cell communication, we developed an in vitro model using mouse primary FAPs. FAPs were isolated from skeletal muscle based on surface markers CD31‐CD45‐Integrin α‐7‐SCA1+. Senescence was induced by etoposide or X‐ray irradiation. Consistent with a senescent phenotype, cells challenged by both stressors exhibited significantly greater size and senescence‐associated beta‐galactosidase (SA‐β‐Gal) staining relative to control cells (Figure 2a,b). Moreover, analysis by qPCR demonstrated increased expression of the cyclin‐dependent kinase inhibitors *p16* and *p21* and several cytokine and chemokine components of the SASP, including *Ccl2* and *Spp1*, and decreased expression of the proliferation marker Ki67, in etoposide and irradiated FAPs compared to control FAPs, consistent with cellular senescence (Figure 2c).

**FIGURE 2:**
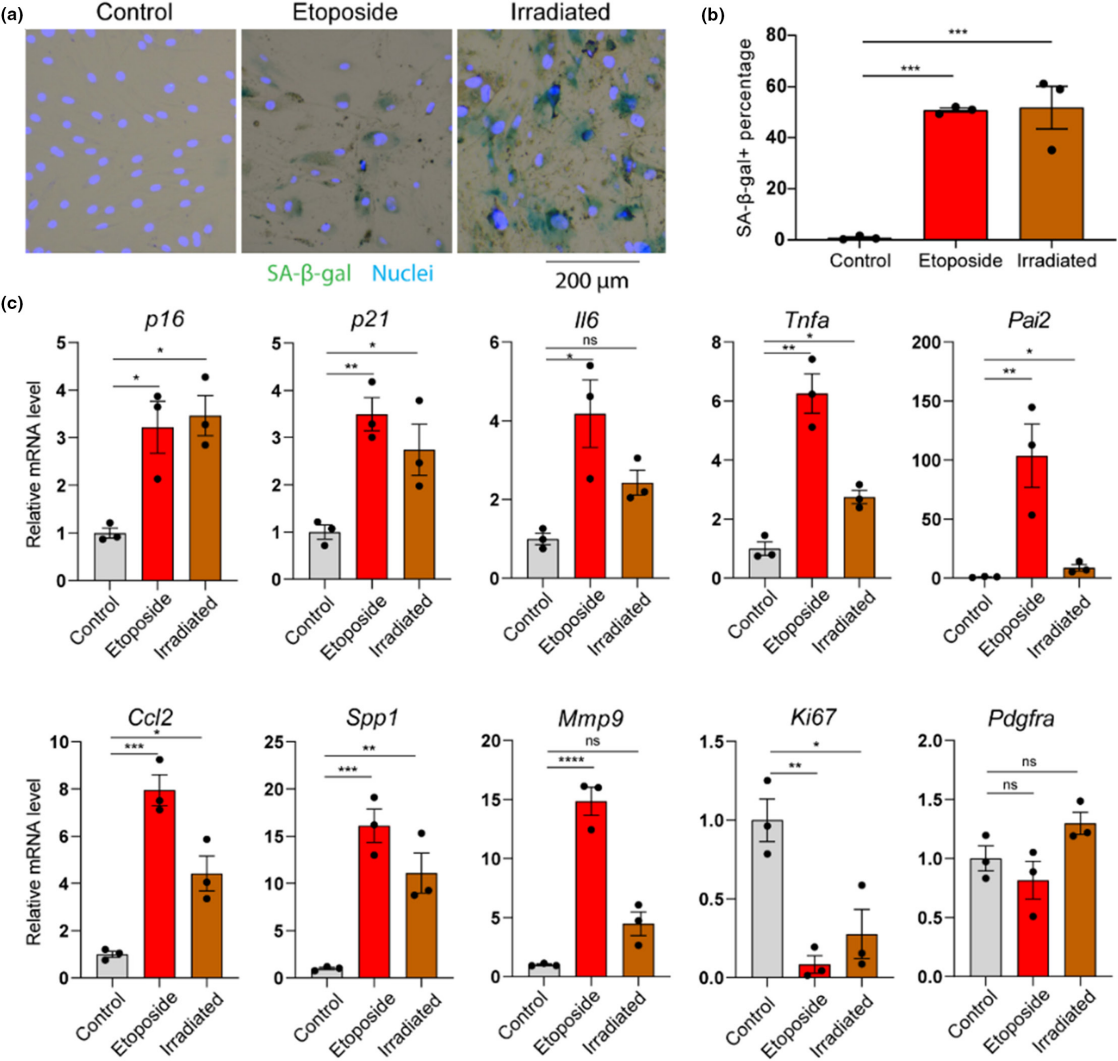
Features of an in vitro model of FAP senescence. (a) Representative SA‐β‐gal staining images of control, etoposide challenged, and irradiated FAPs. (b) Quantification of the SA‐β‐gal positive cells. (c) Gene expression of cell type, cyclin‐dependent kinase inhibitors, SASP components, and a proliferation marker quantified by qPCR. *N* = 3 per group, one‐way analysis of variance (ANOVA). Error bars represent SEM. *, **, ***,**** denote *p* < 0.05, 0.01, 0.001, and 0.0001, respectively.

### 3.3 The transcriptome of etoposide‐induced senescent FAPs recapitulates core features of in vivo senescent FAPs

To further define the senescence phenotype induced in vitro, we performed bulk RNA‐seq on both control (non‐senescent) and etoposide‐induced senescent FAPs. 

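Fibroadipogenic progenitors (FAPs) are mesenchymal cells of skeletal muscle that can give rise to fibroblasts and adipocytes. Senescence had been induced with 20 μM of etoposide, a drug that breaks DNA through topoisomerase, for 48 h, followed by 5 days in normal medium. RNA of 3 cultures of control FAPs and 3 cultures of senescent FAPs was sequenced, and the cultures of each group carry the replicate numbers 1 to 3. The authors deposited 1 table with a value for each gene and library, in CPM (read counts relative to the size of the library) that already include edgeR's scaling between libraries. The aligner, the counting tool, the genome build and the gene filter are not named in the paper's text. Each value was a whole multiple of what 1 read was worth in its library, so the numbers of reads were recovered for 100% of the values. Genes received 48865531, 55939343 and 59912520 reads in control replicates 1, 2 and 3 (median 55939343) and 47087794, 54975944 and 41412179 reads in senescent replicates 1, 2 and 3 (median 47087794). A single read was thus worth between 0.0167 and 0.0225 CPM. The scaling factors in the deposited values were 0.917 to 0.940 in the control libraries and 1.07 to 1.09 in the senescent libraries, which lowers every senescent value relative to the control values compared with plain division by the library total. The 10 genes with the most reads took 9.47% to 12.6% of the reads in control FAPs and 8.11% to 8.82% in senescent FAPs. Because normalized values were deposited, the groups were compared with limma on log2(CPM + 0.5), over the genes with at least 0.5 CPM in at least 3 of the 6 libraries. A log2 fold change on this scale understates the change of genes with few reads. Positive values mean higher expression in senescent FAPs.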

Principal components analysis exhibited stark differences in the transcriptional profiles of the cells (Figure 3a), evidenced by 1731 activated and 708 repressed genes in senescent compared to control FAPs (Figure 3b). 

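Of the 16894 genes listed, 14776 were tested. With each gene scaled to unit variance, the first principal component of their log2 values carried 57.3% of the variance and the second 19.4%. Control FAPs scored from −97.8 to −73.5 on the first component and senescent FAPs from 62.1 to 95.1 (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). On the second component the scores of the groups overlapped, from −87.0 to 61.5 in control FAPs and from −27.6 to 46.6 in senescent FAPs. The share of the first component moved most, to 85.4%, when only the 500 most variable genes were used.

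At the threshold of Figure 3b, an unadjusted p under 0.01 and a log2 fold change beyond 1, limma found 1024 activated and 576 repressed genes in senescent compared to control FAPs. In 1595 of these 1600 genes, all 3 libraries of one group lay above all 3 of the other. Such separation held for 57.4% of all genes tested, against 10% by chance. Of the 14776 genes, 5535 had an unadjusted p under 0.01. At a Benjamini-Hochberg adjusted p from limma under 0.05, whatever the size of the change, 3218 genes were higher and 3592 lower. Without senescent replicate 2, these numbers were 2130 and 2416. The number of activated genes moved most, to 1758, with edgeR's quasi-likelihood test on the recovered reads of all listed genes, a setting chosen after the values were seen. Division by the library totals without edgeR's scaling factors gave 1437 activated and 398 repressed genes, or 78.3% activated, against 64.0% with the deposited scaling. When the genes tested were divided into 3 equal classes by mean CPM, activated genes made up 78.4% of the genes past the threshold in the class with the lowest values, 50.1% in the middle class and 43.7% in the class with the highest values.

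Among the genes past the threshold with the groups fully apart, the chemokine gene Ccl11 rose the most on the log2(CPM + 0.5) scale. It had 0.838 ± 1.04 CPM (SD, n = 3) in control FAPs and 47.1 ± 7.93 CPM (SD, n = 3) in senescent FAPs, a log2 fold change of 5.40 (standard error 0.45, adjusted p = 2.48e-04 from limma with Benjamini-Hochberg adjustment). The next largest rises were in the prolactin family genes Prl2c3 (4.74) and Prl2c2 (4.59), which are paralogs between which counting could have split reads, in the interferon-induced gene Ifit3 (4.44) and in Akr1c18 (4.38). Control replicate 2 had 25.6 CPM of Akr1c18 against 1.00 and 1.18 CPM in control replicates 1 and 3. The largest falls were in genes of proliferating cells. Ccna2 had 53.7 ± 25.0 CPM (SD, n = 3) in control FAPs and 3.15 ± 1.15 CPM (SD, n = 3) in senescent FAPs, a log2 fold change of −3.84 (standard error 0.33, adjusted p = 2.69e-04 from the same limma test). The log2 fold change was −3.66 for 2810417H13Rik, −3.55 for Mki67, which encodes Ki67, −3.51 for Plk1 and −3.50 for Top2a. With each library left out in turn, the log2 fold change of Ccl11 stayed between 5.10 and 5.99 and that of Ccna2 between −4.10 and −3.49, while Prl2c3 ranged from 4.13 to 5.63, Prl2c2 from 3.73 to 5.71 and Akr1c18 from 3.66 to 5.72, each highest without control replicate 2.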

Gene set enrichment analysis (GSEA) showed upregulation of cytokine–cytokine receptor interactions, chemokine signaling, and the MAPK signaling pathway and downregulation of DNA replication and cell cycle pathways (Figure 3c,d), which strongly align with conserved features of the senescence program. 

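For the pathways, hand-written gene lists stood in for the KEGG sets, which were not used here. Each list was tested with limma's camera at a preset correlation of 0.01 between genes, and p was adjusted over 6 lists, the 5 here and the markers of senescent FAPs in vivo in Figure 3e. The 127 cytokine–cytokine receptor interaction genes tested rose by a mean log2 fold change of 0.35 (limma's camera, adjusted p = 0.00899). The mean lay between 0.31 and 0.41 in each of the 3 comparisons of same-numbered cultures. Of these genes, 82 were higher and 45 lower in senescent FAPs, with 41 higher and 17 lower at a limma adjusted p under 0.05, both over all genes tested and adjusted over the list alone. The mean moved most, to 0.53, when the values were divided by library totals without edgeR's scaling factors, which also shifted the median of all genes tested from −0.03 to 0.17; the list's camera adjusted p was then 0.0607. The 130 chemokine signaling genes rose by a mean of 0.30 (limma's camera, adjusted p = 0.0219), with 43 higher and 18 lower over all genes tested and 44 higher and 18 lower adjusted over the list alone. Adjusted p values of limma's camera and fry over the alternatives ranged from 3.75e-04 to 0.0632 for the cytokine list and from 2.04e-04 to 0.0632 for the chemokine list.

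The mean log2 fold change of the 208 MAPK signaling genes was 0.09, and the list was not past the threshold (limma's camera, adjusted p = 0.489). It held 47 genes higher and 44 lower over all genes tested, and 47 and 43 adjusted over the list alone. Its mean was −0.48 with the nearest Reactome pathway, of 10 genes, in its place. Dusp6, which encodes a phosphatase of the ERK kinases, fell by 1.02 on the log2 scale (standard error 0.09, adjusted p = 2.53e-04 from limma with Benjamini-Hochberg adjustment), while Mapk13 rose by 2.45.

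The 117 cell cycle genes fell by a mean log2 fold change of 0.69 (limma's camera, adjusted p = 1.41e-07) and the 35 DNA replication genes fell by 1.08 (limma's camera, adjusted p = 5.20e-10). In the cell cycle list, 11 genes were higher and 70 lower over all genes tested, and 13 and 71 adjusted over the list alone. In the DNA replication list, 1 was higher and 31 lower over all genes tested, and 1 and 32 adjusted over the list alone. Mcm5, a subunit of the replicative helicase, had 45.9 ± 13.5 CPM (SD, n = 3) in control FAPs and 6.49 ± 1.46 CPM (SD, n = 3) in senescent FAPs, and the replication genes Mcm3 and Mcm2 fell by 2.42 and 2.02 on the log2 scale. Cdkn1a, which encodes p21 and belongs to the cell cycle list, went the other way, with 290 ± 40.5 CPM (SD, n = 3) in control FAPs and 1038 ± 21.4 CPM (SD, n = 3) in senescent FAPs, a log2 fold change of 1.85 (standard error 0.11, adjusted p = 1.00e-04 from limma with Benjamini-Hochberg adjustment).

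The rotation test fry compares a list with no change, while camera compares it with the other genes tested. Under fry, each of the 6 lists was past an adjusted p of 0.05, MAPK signaling included (0.0226). When camera estimated the correlation between genes instead, none of them was, with an adjusted p from 0.0632 to 0.294. The legend of Figure 3c names differentially expressed genes and no ranking. Only the genes past the threshold of Figure 3b were therefore ranked by log2 fold change. The normalized enrichment score was then 1.93 for the cytokine list (25 genes) and 1.88 for the chemokine list (25 genes). It was 1.099 for MAPK signaling (23 genes, nominal permutation p = 0.342), −3.76 for the cell cycle (38 genes) and −3.03 for DNA replication (17 genes). With all genes tested ranked by signal-to-noise, the score was 1.41 for the cytokine list and 1.56 for the chemokine list. It was 1.21 for MAPK signaling (nominal permutation p = 0.0889), −2.41 for the cell cycle and −2.29 for DNA replication.

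**Figure D1:**
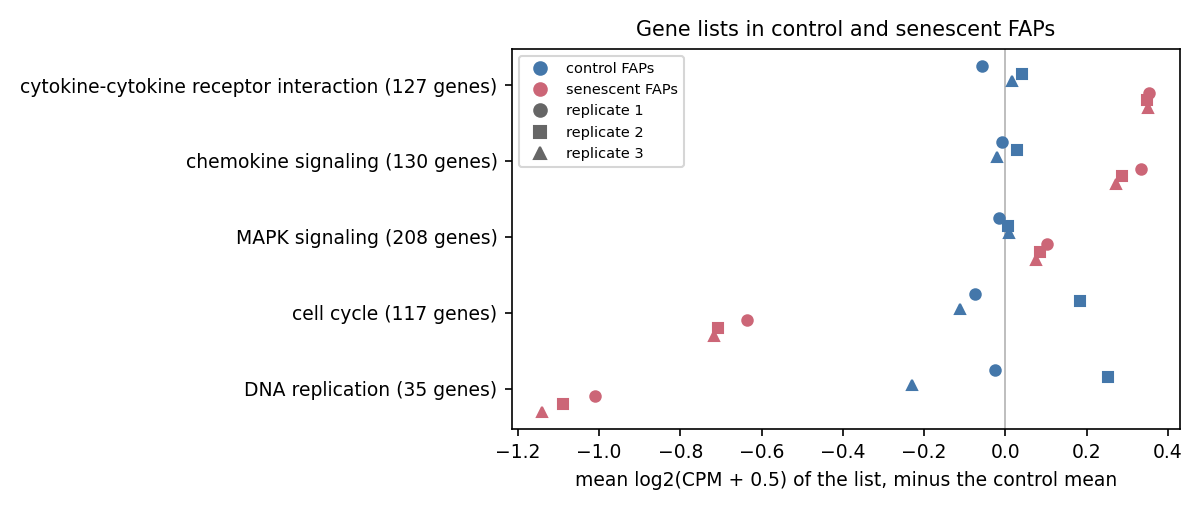
Mean log2(CPM + 0.5) of each gene list in each library, minus the mean of the 3 control libraries. Blue symbols are control FAPs, red symbols senescent FAPs, and the shape gives the replicate number; the 3 senescent libraries lie above the 3 control libraries for the cytokine, chemokine and MAPK lists and below them for the cell cycle and DNA replication lists.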

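Figure 3e shows 68 genes as markers of senescent FAPs in vivo, and 67 of them passed the filter on low values. In etoposide-induced senescent FAPs, 38 of the 67 were higher than in control FAPs and 29 lower. At a limma adjusted p under 0.05, 22 were higher and 11 lower, both over all genes tested and adjusted over the list alone. At the threshold of Figure 3b, 18 were activated and 3 repressed. Besides Ccl11, the markers with the smallest p were Cpxm1, with a log2 fold change of 2.52, and Ecm1, with 1.25.

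The chemokine genes Ccl2 and Ccl7 lie beside each other on the plus strand of chromosome 11, Ccl2 from 82035571 to 82037453 and Ccl7 from 82045712 to 82047525 (positions from GENCODE M21 on GRCm38; the build behind the deposited values is not stated in the text). Ccl2 had 43.0 ± 18.6 CPM (SD, n = 3) in control FAPs and 201 ± 4.27 CPM (SD, n = 3) in senescent FAPs, a log2 fold change of 2.29 (standard error 0.26, adjusted p = 5.62e-04 from limma with Benjamini-Hochberg adjustment). It was covered by 1259 to 3353 reads in control and 8926 to 11744 reads in senescent libraries. Ccl7 had 61.2 ± 18.4 CPM (SD, n = 3) in control FAPs and 221 ± 17.8 CPM (SD, n = 3) in senescent FAPs, a log2 fold change of 1.88 (standard error 0.19, adjusted p = 3.78e-04 from limma with Benjamini-Hochberg adjustment). Leaving out each library in turn kept the change between 2.03 and 2.62 for Ccl2 and between 1.73 and 2.11 for Ccl7.

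Spp1, which encodes osteopontin, lies on chromosome 5 from 104435118 to 104441050. It had 3659 ± 588 CPM (SD, n = 3) in senescent FAPs. The control libraries were far apart, with 331, 2041 and 384 CPM in replicates 1, 2 and 3. The log2 fold change was 2.51 (standard error 0.62, adjusted p = 0.0140 from limma with Benjamini-Hochberg adjustment). Leaving out each library in turn moved it between 2.03, without control replicate 1, and 3.35, without control replicate 2, and the lowest value over all alternatives was 1.99, with edgeR's quasi-likelihood test. Without senescent replicate 3 it was 2.42, and limma's adjusted p was 0.0552, the highest over the alternatives tried for this gene, which began at 2.40e-05. All 3 senescent libraries exceeded all 3 control libraries for each of Ccl2, Ccl7 and Spp1.

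**Figure D2:**
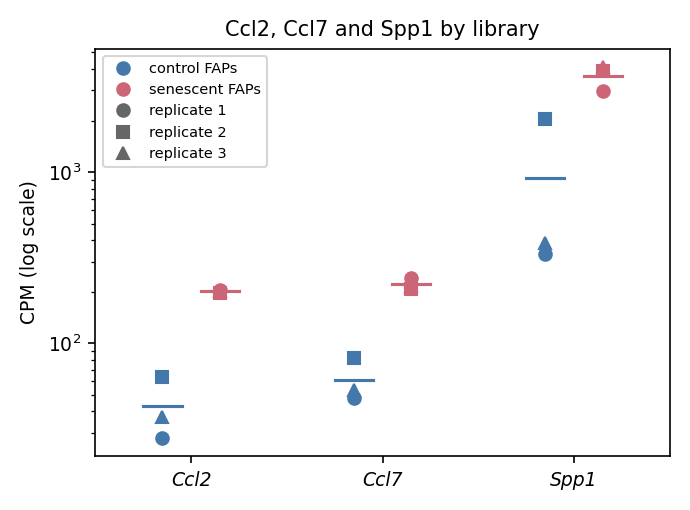
CPM of Ccl2, Ccl7 and Spp1 in each library, on a log scale. Blue symbols are control FAPs, red symbols senescent FAPs, the shape gives the replicate number and horizontal lines are group means (n = 3); for Spp1, control replicate 2 at 2041 CPM lies nearer to the senescent libraries than the other control libraries do.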

Correspondingly, we observed considerable agreement between the gene sets and their components enriched in senescent FAPs in vitro, and those we identified by GSEA of scRNA‐seq data from senescent FAPs in vivo (Zhang et al., 2022), including the chemokines *Ccl2*, *Ccl7*, and *Spp1* (Figure 3e,f). These data suggest that the in vitro model of senescent FAPs recapitulates core features of senescence driven in vivo by aging.

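As a list, the 67 in vivo markers rose by a mean log2 fold change of 0.45 in etoposide-induced senescent FAPs (limma's camera, adjusted p = 0.0403 over the 6 lists). The list was read from Figure 3e, which plots these same libraries, and it shares 5 genes with the chemokine list. The paper's text does not say whether the figure shows all markers of the earlier study. The difference between the means of the list in same-numbered cultures was 0.52, 0.42 and 0.42 for replicates 1, 2 and 3. The side of the threshold depended on the setting. With the replicate number as a block, camera's adjusted p was 0.0501, without senescent replicate 1 it was 0.0665, and over the alternatives it ranged from 4.53e-04 with fry to 0.245 with division by library totals alone. In GSEA of all 14776 genes ranked by signal-to-noise, as in Figure 3f, the list had a normalized enrichment score of 1.42 (nominal p = 0.0230 from 1000 gene-set permutations). Without control replicate 2 the score was 1.34 (permutation p = 0.0515), and ranking by limma's moderated t in place of signal-to-noise gave 1.96.

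The paper gives the activated and repressed genes as evidence for the separation of the transcriptomes, and finds that the enriched pathways align with features conserved in senescence. It then sets the gene sets and markers that senescent FAPs showed in the muscle of aged mice against the etoposide-treated cultures, and from their overlap proposes that the cultured cells carry the core features of senescence that aging brings about in vivo.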

**FIGURE 3:**
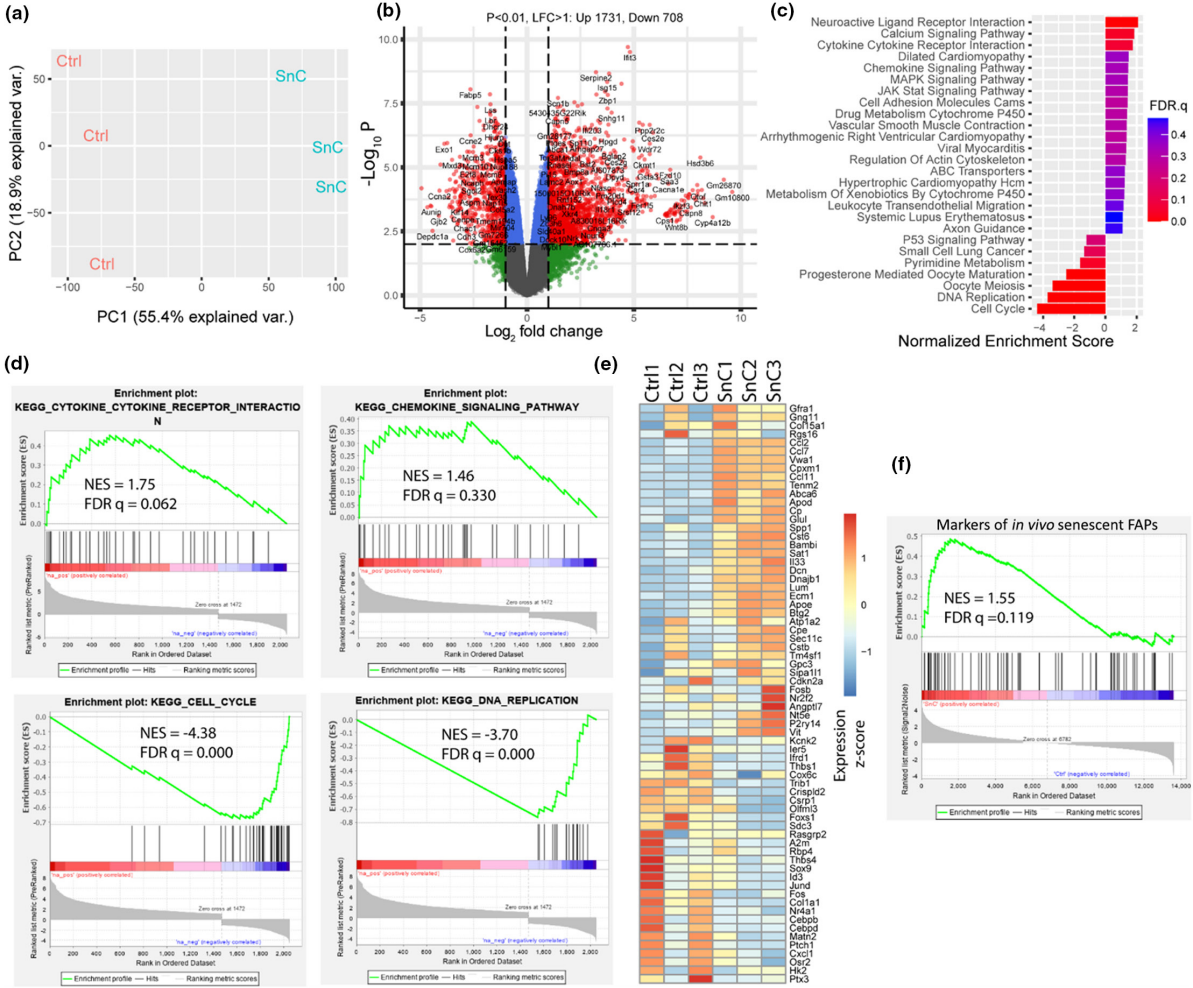
Core features of the senescent FAP transcriptome in vivo are replicated in vitro. (a) PCA plot of the transcriptomes of the six samples analyzed by RNAseq. (b) Volcano plot showing the differently expressed genes of senescent compared to control FAPs, with a log fold change (LFC) exceeding 1 and a p‐value less than 0.01. (c) Enriched KEGG pathways in senescent compared to control FAPs using the DEGs. (d) GSEA enrichment plot of the cytokine–cytokine receptor interaction pathways, chemokine signaling pathway, cell cycle, and DNA replication pathways. (e) Normalized expression level of markers for in vivo senescent FAPs, a subpopulation of FAPs positive for p16 and senescence‐related gene sets as reported (Zhang et al., 2022), in control FAPs and etoposide‐induced senescent FAPs. (f) GSEA enrichment plot of etoposide‐induced senescent FAPs compared to the control FAPs. Normalized enrichment score (NES) and FDR q‐value was calculated in GSEA software.

### 3.4 Senescent FAPs are programmed to effectively recruit macrophages

We hypothesized that senescence‐induced changes in outgoing communication patterns and the transcriptional profile of FAPs both in vivo and in vitro affect interactions with macrophages. Thus, we first corroborated transcript data consistent with upregulation of the SASP by quantifying the abundance of several signaling proteins in the medium of non‐senescent control and senescent FAPs. Both etoposide‐ and X‐ray‐induced senescent FAPs exhibited a robust and diverse SASP, inclusive of CCL2 and osteopontin (OPN, the protein product of *Spp1*) (Figure 4a). The protein concentration of CCL2 was approximately 20‐fold higher while OPN was approximately 50‐fold higher in the medium of senescent compared to control FAPs (Figure 4b). We then used conditioned medium from control and senescent FAPs in an in vitro macrophage migration assay, using an established mouse macrophage RAW264.7 cell line (Figure 4c). Senescent cell conditioned medium stimulated a 12‐fold greater increase in the migration of macrophages than control medium. Notably, preincubation of senescence medium with neutralization antibodies against either OPN or CCL2 significantly attenuated the number of macrophages recruited (Figure 4d). These data indicate senescence markedly alters the molecular phenotype and secretome of FAPs in a manner that strongly promotes immune cell recruitment, in part, through CCL2 and OPN.

**FIGURE 4:**
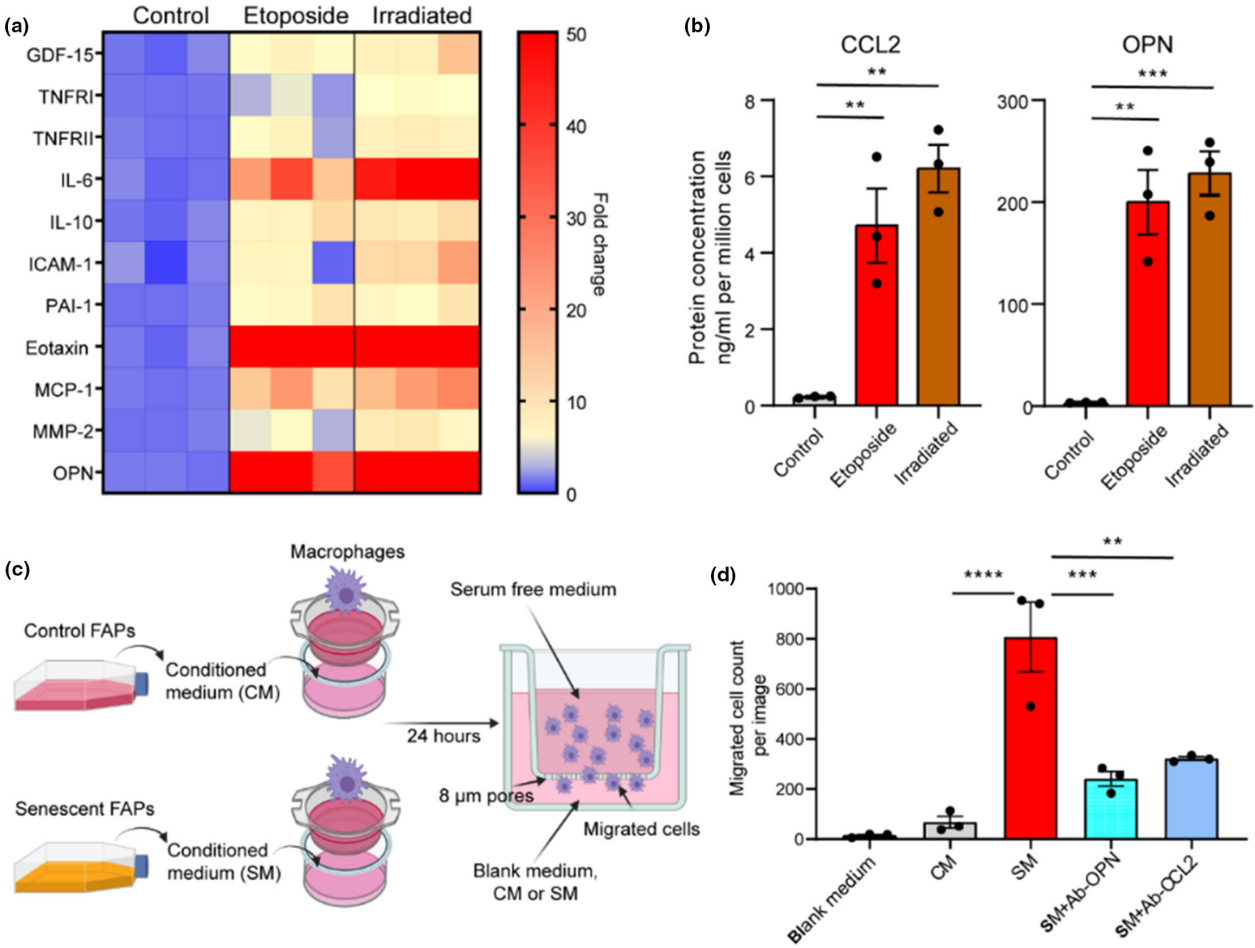
Senescent FAPs actively recruit macrophages in vitro. (a) Compared to non‐senescent (control) cells, etoposide‐ and irradiation‐induced senescent FAPs robustly secrete diverse proteins into their medium. (b) Protein concentration of CCL2 and OPN in the conditioned medium of control FAPs and etoposide‐ and irradiation‐induced senescent FAPs. (c) Schematic of the macrophage migration experiment, using control and senescent FAPs. (d) Quantification of the macrophages recruited by blank (cell‐free), non‐senescent control (CM), or senescent (SM) conditioned medium without and with antibodies to OPN (+Ab‐OPN) and CCL2 (+Ab‐CCL2). *N* = 3 per group, one‐way analysis of variance (ANOVA). Error bars represent SEM. **, ***, and **** denote *p* < 0.01, 0.001, and 0.0001, respectively.

### 3.5 Senescent FAPs promote macrophage polarization toward M2

Next, we studied how senescence‐driven changes in the FAP secretome influence the polarization of macrophages, using mouse bone marrow derived macrophages (BMDM). BMDM were cultured in growth (blank) medium or conditioned medium from non‐senescent or senescent FAPs for 24 h. Medium from neither control nor senescent FAPs affected BMDM expression of the pan M0 macrophage marker *Cd68* or M1 macrophage markers *Cd80* and *Tnfα* compared to blank medium, as assessed by qPCR (Figure 5a,b). However, compared to control medium, senescent medium significantly increased the expression of the traditional M2 macrophage marker *Cd206*, as well as *Lyve1* (Figure 5c), which was recently identified as a novel M2 marker (Childs et al., 2021; Krasniewski et al., 2022).

**FIGURE 5:**
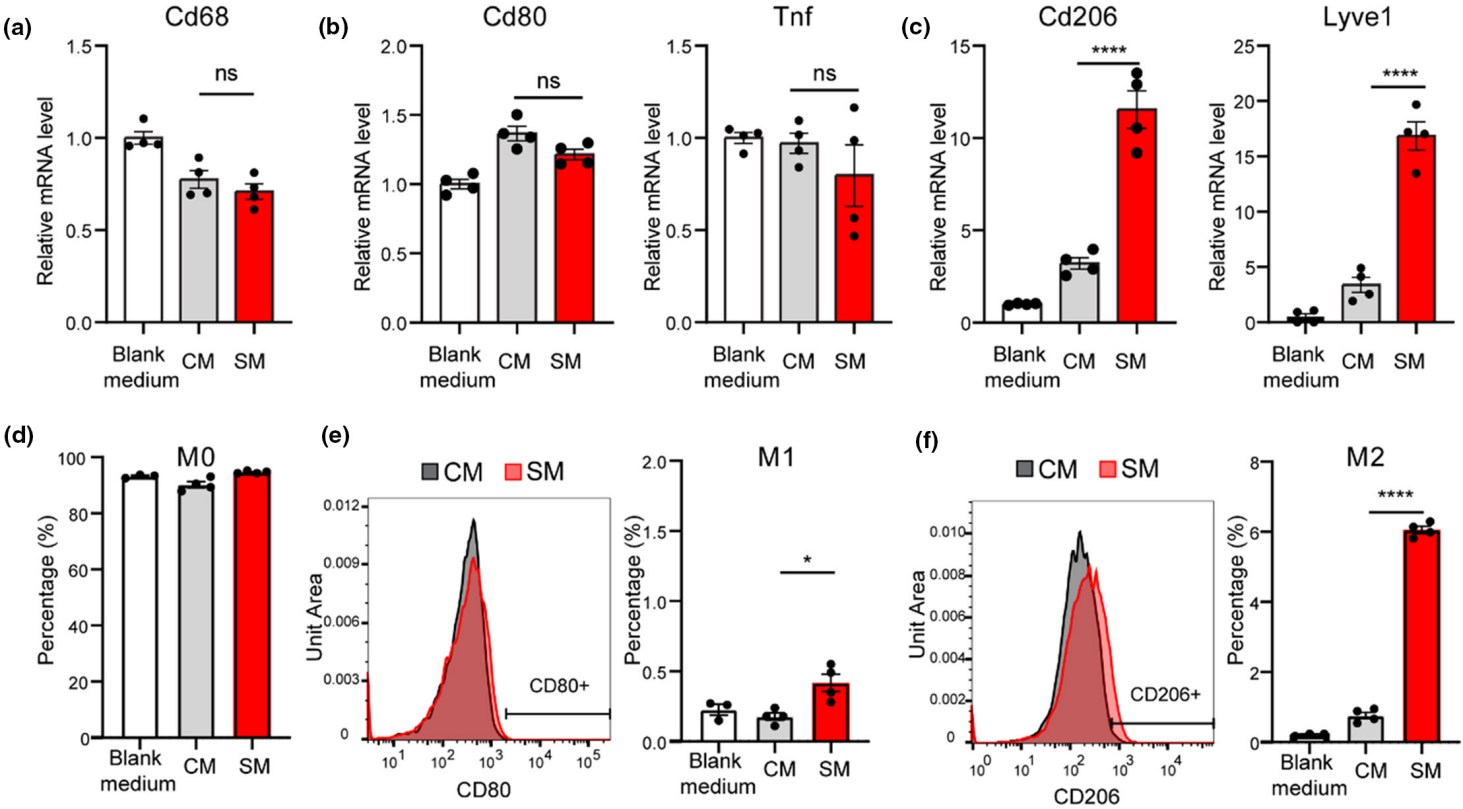
Senescent FAPs promote macrophage polarization toward M2. (a–c) Gene expression of M0 (a) M1 (b) and M2 (c) macrophage markers in blank (cell‐free) medium, or medium with non‐senescent (CM), or senescent (SM) conditioned medium. (d–f) Relative cell subtype abundance quantified with flow cytometry for M0 (d), M1 (e), and M2 (f) macrophages. *N* = 4 per group, one‐way analysis of variance (ANOVA). Error bars represent SEM. * and **** denote *p* < 0.05 and 0.0001, respectively.

To corroborate these data, we again incubated BMDM in blank medium or conditioned medium from non‐senescent or senescent cells, but then labelled BMDM with antibodies for surface markers for M0 (CD68), M1 (CD80), and M2 (CD206), and quantified the number of cells in each subset using flow cytometry. Compared to blank medium, neither control nor senescent medium altered the percentage of M0 macrophages (Figure 5d), while senescence medium modestly yet significantly increased the percentage of M1 macrophages. Most strikingly and consistent with analysis by qPCR, senescence medium increased the percentage of M2 macrophages compared to both blank and control medium (Figure 5f). Similar changes were found in the RAW264.7 cell line (Figure S2). These data suggest that senescent FAPs promote macrophage polarization, mainly toward the M2 subtype.

## 4 DISCUSSION

Altered intercellular communication is a hallmark of aging (Lopez‐Otin et al., 2023). Senescence is a plausible disruptor of cell cross‐talk as it radically transforms the secretory phenotype of cells. In this study, we demonstrate that FAPs, a cell population that is critical for skeletal muscle tissue homeostasis, and is prone to senescence with chronological aging (Zhang et al., 2022), exhibit a significantly altered secretome when senescent. Notably, this is evidenced by both the loss of characteristic signals critical for tissue homeostasis and the gain of proinflammatory signals which, in part, drive the recruitment and M2 polarization of macrophages. These findings provide new insights into how senescent cells mediate tissue aging and new hypotheses about how senescent FAPs affect skeletal muscle composition, function, and adaptability in older organisms.

Our analysis of scRNA‐seq data from the skeletal muscle of old mice revealed distinct intercellular communication patterns between the subpopulation of senescent *p16*‐positive FAPs and macrophages compared to non‐senescent FAPs and macrophages. In particular, senescent FAPs exhibited significantly higher expression of two specific signaling molecules, *Ccl2* and *Spp1* (which encodes OPN). CCL2 is a recognized component of the SASP (Moiseeva et al., 2023; Schafer et al., 2020) and a well‐known chemokine (Chambers et al., 2021) previously reported to induce M2 macrophage polarization in human monocytes (Roca et al., 2009), partially through the interaction with its receptor, CCR2, and the downstream activation of genes associated with M2 polarization (Sierra‐Filardi et al., 2014). Consistent with these reports, cell–cell communication analyses of skeletal muscle scRNA‐seq data revealed senescent FAPs as the unique source of CCL signals and macrophages as the primary receivers, given their high expression of CCR2. Moreover, in our in vitro model, conditioned medium of senescent FAPs was highly enriched in CCL2, robustly stimulated macrophage migration, and drove M2 polarization compared to conditioned medium from control FAPs. There are in vivo and ex vivo studies demonstrating that upregulation of inflammatory pathways, inclusive of *Ccl2*, is a shared characteristic among injury‐induced senescent FAPs, satellite cells, and macrophages in young mice, which mirrors that of senescent FAPs in skeletal muscle of old mice (Moiseeva et al., 2023). These studies have further shown that genetic and pharmacological targeting of senescent cells improves muscle regeneration following injury, in part, by reducing inflammation. Together, our findings and these published studies lend support to the premise that senescent FAPs, in part through CCL2, negatively impact skeletal muscle homeostasis and regenerative capacity, and warrant further investigation.

Osteopontin is a versatile protein that, among many biological activities, mediates chemotaxis of immune cells. Similar to the CCL2‐CCR2 communication pattern, the receptor for OPN, CD44, is predominantly expressed by macrophages. Additionally, OPN levels were appreciably higher in conditioned medium of senescent compared to control FAPs, and significantly contributed to macrophage recruitment in vitro. In contrast to CCL2, OPN may not directly influence macrophage polarization, as subtypes of adipose tissue macrophages and BMDM are not altered in mice deficient for *Spp1* (Schuch et al., 2016). However, OPN has been shown to induce a senescence‐like phenotype in adipose tissue macrophages through CD44, evidenced by increased *p16*, senescence‐associated B‐galactosidase activity, proinflammatory and profibrotic behavior, and impaired efferocytosis (Sawaki et al., 2023). Of note, *Spp1* is also highly expressed in dystrophic skeletal muscle, and constitutive deletion of *Spp1* in the *mdx* mouse attenuates immune cell infiltration and fibrosis (Capote et al., 2016; Vetrone et al., 2009). The extent to which senescent FAPs‐derived OPN recruits and affects the behavior of macrophages and influences skeletal muscle structure and function in the context of aging and disease is of particular interest.

We acknowledge the inherent limitations of studying complex biological processes in vitro. In particular, we note that cells driven to senescence in vitro by either irradiation or etoposide may not perfectly phenocopy cells that undergo senescence consequent to aging in vivo. However, our comparative analysis of the transcriptional profiles suggests that core properties of senescence observed in *p16* ^*Ink4a*^‐positive senescent FAPs from old mice are reflected in the in vitro models. Even so, our conclusions related to the interplay between senescent FAPs and macrophages need to be interpreted within the context of the model and require further validation.

It is commonly reported that the SASP promotes the proliferation and M1 polarization of macrophages (Irvine et al., 2014; Kale et al., 2020; Lujambio et al., 2013). Our data suggest that the secretome of senescent FAPs, inclusive of CCL2, instead induces M2 polarization, highlighting the heterogeneity and context‐dependency of the senescence program and the SASP. It has recently been reported that M2, not M1, macrophages increase with age in human skeletal muscle (Cui et al., 2019; Cui & Ferrucci, 2020). Moreover, in old mice, the M2 macrophage subtype has been shown to promote both skeletal muscle fibrosis (Wang et al., 2015), and interestingly, the differentiation of skeletal muscle FAPs toward adipocytes (Wang et al., 2015). The extent to which the senescence‐associated shift in FAP‐macrophage communication and the increase in outgoing signals account for age‐related skeletal muscle inflammation and fibrosis is worthy of further investigation and may offer a novel therapeutic target to improve late‐life skeletal muscle health and function.

## AUTHOR CONTRIBUTIONS

Conceptualization, X.Z., N.K.L.; Investigation, X.Z., Y.E.N., L.C.S., A.A.H., W.A.H., H.L., H.H., M.L.D., S.K.; Writing, X.Z., Y.E.N., H.L., N.K.L.; Supervision, N.K.L.; Funding Acquisition, X.Z., N.K.L.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Figure S1.

Figure S2.

Table S1.

## Data Availability

RNA‐seq data of FAPs generated in this study are available at the Gene Expression Omnibus (GSE247975). scRNA‐seq data of skeletal muscle from young and old mice are publicly available at the Gene Expression Omnibus (GSE172410).

How the deposited data were processed for this re-analysis (not part of the article)

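Bulk RNA-seq of FAPs from mouse skeletal muscle covered 6 libraries, 3 of control FAPs and 3 of senescent FAPs treated with 20 μM of etoposide for 48 h and kept in normal medium for 5 more days. Each library was assigned to its group and replicate number from its sample labels, and the dose and times come from the paper's methods. All columns of values belonged to one of the 6 libraries.

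The authors prepared the libraries with a stranded mRNA kit, sequenced them, counted reads per gene, scaled the counts in edgeR and deposited the resulting signal as CPM, 1 value per gene and library, with replicates not pooled. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the filter on low counts, so whether strand was used in counting is not known. The CPM columns summed to 1063746 to 1090570 in control libraries and 919819 to 935033 in senescent libraries, as values divided by an effective library size do. Every value was a whole multiple of the value of 1 read, so whole reads were recovered for 100% of the values in each library. The factors between the recovered library totals and the deposited scaling matched those that edgeR's TMM method gave on the recovered reads (0.917, 0.940 and 0.930 in control replicates 1, 2 and 3, and 1.07, 1.09 and 1.07 in senescent replicates 1, 2 and 3). The table held 16895 lines, of which 1 names no gene. That line held 0.0041% to 0.0070% of the reads and was left out. Each of the 16894 listed genes had at least 8 reads in at least 3 libraries. In the same libraries the lowest CPM before scaling was 0.193, which is 10 reads at the median library, so a filter near that level had been applied before deposition.

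Reads on genes per library ranged from 41412179 to 59912520. A chi-square statistic per gene between replicates of a group ranged from 15.1 to 165, far above the value near 1 that sampling noise alone would give, so no library was a repeat of another. Because the deposited values are normalized, differential expression was tested with limma (version 3.58.1, R 4.3.3) on log2(CPM + 0.5), with a trend of variance on mean expression and two-sided tests, and a count model was used only as an alternative. The plan assumed CPM. The values are a normalized signal, CPM of the effective library size, and the same test was kept. Genes with at least 0.5 CPM in at least 3 libraries were tested, 14776 of the 16894 genes. Activated and repressed genes were counted at an unadjusted p under 0.01 and a log2 fold change beyond 1, the threshold of Figure 3b, and separately at a Benjamini-Hochberg adjusted p under 0.05. Principal components were computed on genes centered and scaled to unit variance.

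Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, with limma's fry and camera with an estimated correlation beside it. The lists for cytokine–cytokine receptor interaction, chemokine signaling, MAPK signaling, cell cycle and DNA replication were written by hand, and the in vivo markers were read from Figure 3e; p values were adjusted over these 6 lists. The lists of interferon-stimulated genes, cholesterol synthesis genes and p53 target genes formed a second family of 3. Adjusted p values of a Reactome pathway list (from fgsea 1.28.0) were adjusted over the 5 pathways. GSEA used gseapy 1.3.1 with 1000 gene-set permutations on genes ranked by signal-to-noise. GSEA of the genes past the threshold only was run on their log2 fold changes. These lists, the tests, the thresholds, the alternatives of the next paragraph other than the 2 named there and the rule for the genes named were fixed before the data were examined. The rule named the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold whose groups were fully apart, every gene that the paper names for FAPs in its text, in Figures 2c and 4a or as a ligand or receptor in Figure 1, and the 3 genes with the smallest p in each list. 1 gene under this rule is counted in the totals and not reported here by name. Other genes named were chosen after their values were seen.

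The alternatives were a pseudocount of 0.1 or 1, no filter or a filter at 2 CPM, rescaling by median-of-ratios factors, quantile normalization, leaving out each library in turn, the replicate number as a block, limma's array weights, no variance trend, an adjusted p under 0.01 for the threshold of Figure 3b, principal components on genes centered only or on the 500 most variable genes, fry, an estimated correlation and Reactome pathways for the lists, ranking by limma's moderated t for GSEA, and, for counts of genes and for named genes, edgeR's quasi-likelihood and likelihood-ratio tests (edgeR 4.0.16) and DESeq2 (1.42.0) on the recovered reads. Division by library totals alone and edgeR's quasi-likelihood test on all listed genes were added after the values were seen. Whether equal replicate numbers pair the cultures was checked from the deviations of each library from its group mean over the genes tested. Same-numbered libraries correlated at 0.537, 0.308 and 0.207 for replicates 1, 2 and 3 across genes, and these genes are not independent. Each value was above 0.1, so the block was treated as a pairing in the alternative that used it, while the main fits had no block. Control replicate 2 and senescent replicate 3, which differ in number, also correlated above that level, at 0.153. The other differently numbered libraries correlated at −0.0277 or lower. The level of 0.1 alone thus does not identify pairs. The paper and the sample labels do not say what the numbers mark.

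The procedures were tested on simulated data drawn from the means, depths and dispersions of these libraries. limma recovered 193 of 199 genes that had been changed (97.0%) and called 25 of 14384 unchanged genes, and edgeR's quasi-likelihood test and DESeq2 each recovered 98.5%. Each change put in was larger than the threshold of Figure 3b, so recovery of smaller changes was not tested. Of 100 lists of unchanged genes, camera called 0 and fry 7 at an unadjusted p under 0.05. Of 40 such lists, GSEA called 1. The genes were drawn independently of each other. These list results therefore cannot show how often the tests call unchanged lists when genes are correlated.

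Gene positions, lengths and GC content came from GENCODE M21 on GRCm38, with 97.8% of the listed genes matched, 556 of them through an older symbol. Intervals for shares are Wilson 95% intervals and cover counting error only. Single-cell data, qPCR, protein and migration measurements of the paper were not analysed here.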

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

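The lists below were set before testing, while the tests of explanations for them were chosen only after the results had been seen, apart from the alternatives named in the processing summary.

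Interferon-stimulated genes are not discussed in the paper, and their rise was the largest of any list tested. The 49 genes tested rose by a mean log2 fold change of 2.09 in senescent FAPs (limma's camera, adjusted p = 5.88e-28 over 3 lists; range over the alternatives 1.77e-29 to 0.00496). Of them, 48 were higher and 1 lower, and 45 were activated at the threshold of Figure 3b. At a limma adjusted p under 0.05, 48 were higher and 1 lower over all genes tested, and 48 and 1 adjusted over the list alone. Ifit3 rose from 1.64 ± 0.0849 to 46.3 ± 6.45 CPM (SD, n = 3 each), Ifit1 had a log2 fold change of 4.35 and Oasl2 one of 3.605. The list overlaps the chemokine list by 2 genes and the cytokine list by 0. No other split of the 6 libraries gave as small a p for the interferon-stimulated genes (1 of the 10 splits, the real one; 1 of the 4 that part all same-numbered cultures), and 10 splits are too few to show a share under 0.1.

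The tests argue against several technical explanations. Under 3 other scalings the mean stayed at 2.01 or more, so the scaling of the libraries is not its cause. The smallest of the differences between same-numbered cultures was 2.06, so no single culture carries it. With the trends with transcript length, GC content and mean CPM taken out in a fit with the replicate block, the mean was 2.05. Leukocytes in the senescent cultures would bring their abundant transcripts. The 11 listed leukocyte markers rose by 19.9 CPM in sum, with the highest senescent mean at 11.4 CPM (Cd53). The 49 interferon-stimulated genes rose by 1273 CPM in sum. Of the 7 leukocyte markers tested, 4 were higher and 0 lower at a limma adjusted p under 0.05, so a few leukocytes are not excluded. After all libraries were thinned to 41408800 reads, the mean was 2.10. The list holds gene families whose reads counting could have split between paralogs, which would move reads between members of the list and was not tested. A candidate explanation is an interferon response of the FAPs after etoposide. This remains a hypothesis, because it was found and tested in the same 6 libraries and no interferon was measured here.

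Genes of cholesterol synthesis and uptake are not discussed in the paper either, and they fell as a group. The mean log2 fold change of the 25 genes was −1.25 (limma's camera, adjusted p = 1.07e-14 over 3 lists; range over the alternatives 5.35e-20 to 0.0569, the last with an estimated correlation). All 25 were lower, and 19 were repressed at the threshold of Figure 3b. At a limma adjusted p under 0.05, 0 were higher and 24 lower, both over all genes tested and adjusted over the list alone. Lss had 106 ± 4.63 CPM in control FAPs and 32.5 ± 2.88 CPM in senescent FAPs (SD, n = 3 each), a log2 fold change of −1.70, and Fdps had one of −1.51. The real split alone gave as small a p for cholesterol synthesis (1 of the 10 splits, 1 of the 4 that part all same-numbered cultures), which cannot show a share under 0.1.

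Under 3 other scalings the mean of the cholesterol genes was −1.04 or lower. The smallest fall among same-numbered cultures was −1.09, after thinning to equal depth the mean was −1.23, and with the trends with length, GC content and mean CPM taken out it was −1.16. These values argue against scaling, a single culture, depth and length or GC content as its cause. A candidate explanation is lower sterol regulation in senescent FAPs than in control FAPs. Cell density or medium at harvest could also differ between growth-arrested and dividing cultures, and the design gives no library that separates these.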

How the results depend on the processing

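Division by library totals alone and edgeR's quasi-likelihood test without a filter were chosen after the values were seen.

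Counts of genes stayed within 1.5 times under all other alternatives except the fit without senescent replicate 2. Activated genes ranged from 685 with a filter at 2 CPM to 1480 with edgeR's likelihood-ratio test (1314 with its quasi-likelihood test and 1455 with DESeq2), and repressed genes from 506 with a pseudocount of 1 to 763 with the likelihood-ratio test. Without a filter, the quasi-likelihood test gave 1758 activated genes, of which 448 lie outside the filter on low values and 982 are among the 1024 reported. Across the 6 fits that each left out 1 library there were 909 to 1157 activated and 515 to 665 repressed genes, and 2130 to 3405 higher and 2416 to 3875 lower genes at a limma adjusted p under 0.05. The lowest number of higher genes, 2130, came without senescent replicate 2, in a fit with fewer libraries. Division by library totals alone gave 4992 higher and 1929 lower genes, with 72.1% higher against 47.3% with the deposited scaling. It leaves out the factors that differ between the groups, and it shifted the median of all genes tested from −0.03 to 0.17.

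The share of the first principal component was 74.8% on genes centered only and 85.4% on the 500 most variable genes, and that of the second 13.6% and 9.20%. With 1 library left out, they ranged from 56.6% to 64.6%, the highest without control replicate 2, and from 17.01% to 23.04%, the highest without senescent replicate 2.

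Means of all 9 lists kept their direction in every fit that changed the scaling, the pseudocount, the filter, the libraries or the model. The Reactome pathway in place of the MAPK signaling list reversed it, to −0.48 (limma's camera, adjusted p = 0.0228). It has 10 genes against 208, and the cause was not tested. fry put MAPK signaling past the threshold at a mean of 0.0877 (limma's fry, adjusted p = 0.0226; range over the alternatives 0.0226 to 0.571). camera with an estimated correlation left the means unchanged and took 7 lists below the threshold: 0.35 for cytokines, 0.30 for chemokines, −0.69 for the cell cycle, −1.08 for DNA replication, 0.45 for the in vivo markers, −1.25 for cholesterol synthesis and 0.87 for p53 targets, with limma adjusted p values of 0.0569 to 0.186. Interferon-stimulated genes were the 1 list past it there. Division by library totals alone took the cytokine list (mean 0.53, limma adjusted p = 0.0607) and the in vivo markers (0.65, limma adjusted p = 0.245) below it. The in vivo markers were also below it with no filter (0.46), array weights (0.39), no variance trend (0.45) and the replicate block (0.45, limma adjusted p = 0.0501). The cause was not tested in these cases.

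Leaving out 1 library gave list means of 0.32 to 0.37 for cytokines, 0.28 to 0.31 for chemokines, 0.08 to 0.09 for MAPK signaling, −0.74 to −0.59 for the cell cycle, −1.19 to −0.95 for DNA replication, 0.42 to 0.48 for the in vivo markers, 2.06 to 2.12 for interferon-stimulated genes, −1.29 to −1.19 for cholesterol synthesis and 0.78 to 0.93 for p53 targets. The in vivo markers lost the threshold without senescent replicate 1 (limma adjusted p = 0.0665). Their enrichment score ranged from 1.34 to 1.45 and lost it without control replicate 2 (1.34, permutation p = 0.0515).

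Among 57 named genes, 43 kept their call under every alternative tried. Of 1080 gene results, 22 were weaker, 13 stronger and 15 reversed. Without control replicate 2, the log2 fold change was −0.13 for Cdkn2a, −0.0542 for Pdgfra, −0.0878 for Tnfrsf1a, 0.0852 for Cd44 and −0.0045 for Mdk. With limma's array weights, which gave control replicate 2 the lowest weight (0.304), the values were −0.26, −0.0812, −0.0913, 0.0318 and −0.0799 in the same order. Quantile normalization gave 0.21 for Cd44, which was also 0.19 with library totals alone, 0.0014 without senescent replicate 1 and 0.0106 with DESeq2. Over the fits that left out 1 library, the change ranged from −0.13 to 0.46 for Cdkn2a, −0.0542 to 0.401 for Pdgfra, −0.0878 to 0.117 for Tnfrsf1a, −0.0921 to 0.0852 for Cd44 and −0.0045 to 0.706 for Mdk. None of these 5 genes was past a limma adjusted p of 0.05 with the deposited values. The cause was not tested.

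Leaving out 1 library also changed calls of single genes. Without senescent replicate 3, Spp1 (2.42), Mmp2 (0.67), Ccr1 (1.05) and Itgav (−0.53) lost the threshold. Without senescent replicate 2, Mmp2 (0.63), Ccr1 (1.10353), Itgav (−0.51) and Tnfsf12 (0.26) did, and without senescent replicate 1 Mmp2 (0.53) and Tnfsf12 (0.300), while Itga4 (1.08) passed it. Mmp2 (0.44 and 0.57), Ccr1 (1.17 and 0.96) and Tnfsf12 (0.31 and 0.32) also lost it without control replicates 1 and 3, and Tnfsf12 (0.28) without control replicate 2. Itga4 (1.12) passed it without control replicate 2 and Itgb1 (−0.57) without control replicate 1.

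The replicate block gave 1076 activated and 587 repressed genes. Besides the in vivo markers, it changed the calls of 3 named genes, Il6, Itga4 and Itgb1, each to stronger, and no other call. Depth limits genes with few reads: 1 read was worth 0.0167 to 0.0225 CPM, so 0.5 CPM corresponds to more than 20 reads, and 335 activated but 37 repressed genes lay under the filter at 2 CPM.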

Differences from the paper's values

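The paper reports 1731 activated genes, and 1024 were found here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (1322), limma's array weights (1156), edgeR's quasi-likelihood test (1314), edgeR's likelihood-ratio test (1480), DESeq2 (1455) and the fit without control replicate 2 (1157) came within 1.5 times of the paper's number. A pseudocount of 1 (714), no filter (1067), a filter at 2 CPM (685), median-of-ratios rescaling (1067), quantile normalization (815), the replicate block (1076), no variance trend (1004), an adjusted p in place of the unadjusted one (936) and leaving out any other library (909 to 1111) did not. edgeR's quasi-likelihood test on all listed genes, chosen after seeing the values, gave 1758 activated and 718 repressed genes against the paper's 1731 and 708. The 576 repressed genes found with limma were within 1.5 times of the paper's number.

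The normalized enrichment score of the in vivo markers was 1.42, and it is about 1.6 in Fig. 3f, read by eye. None of the alternatives set before the data were examined came within 0.0361 of that value, the SD of the score over the 6 fits that each left out a library. Those fits share most of their libraries, so this SD is not a sampling error, and a reading by eye may be off by more. The comparison therefore does not establish a difference from the paper. The nearest was quantile normalization, with 1.66, and the others ranged from 1.34 to 1.96.

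Fig. 3b places Gm10800, Gm26870 and Hsd3b6 among the largest rises. On log2(CPM + 0.5) their changes were 2.16, 1.92 and 2.48, at places 134, 198 and 73 among the activated genes, which Ccl11 led. Control FAPs had at most 0, 0 and 1 read of these genes in a library. Against a floor of 3 reads, Gm10800 was at least 28.1-fold higher, Gm26870 at least 21.5-fold higher and Hsd3b6 at least 37.0-fold higher in senescent FAPs. edgeR's quasi-likelihood test on all listed genes, chosen after seeing the values, put Gm10800 and Gm26870 at places 1 and 2, Hsd3b6 at place 7 and Ccl11 at place 66 by fitted change.

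The paper lists MAPK signaling among the pathways that rose. Here its list was not past the threshold with camera (0.09, limma adjusted p = 0.489), and it was past it with limma's fry (adjusted p = 0.0226; range over the alternatives 0.0226 to 0.571). Because fry compares a list with no change, it cannot show that the list rose more than other genes.

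Figure 3c shows the P53 signaling pathway on the negative side. The hand-written list of p53 targets, which is not the same set, rose by a mean log2 fold change of 0.87 (limma's camera, adjusted p = 6.88e-09), and no alternative gave a negative mean.

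By qPCR in Figure 2c, p16 and Il6 rose after etoposide. In these libraries the log2 fold change was 0.13 for Cdkn2a (limma adjusted p = 0.765) and −0.41 for Il6 (limma adjusted p = 0.163). No alternative gave a higher Il6 or a rise of Cdkn2a past a limma adjusted p of 0.05, and with the replicate block the fall of Il6 was past it (limma adjusted p = 0.0313; range over the alternatives 0.0313 to 0.489).

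In the protein measurements of Figure 4a, IL-6 was higher in the medium of etoposide-treated FAPs, while its transcript was not higher here (−0.41).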

Other observations

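The tests of explanations below were chosen only after the results had been seen, except those on transcript length, on median-of-ratios rescaling, on genes under 2 CPM and on leukocytes and myogenic cells.

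The genes of the qPCR panel in Figure 2c can be read in these libraries too. Besides Ccl2, Spp1, Mki67 and Cdkn1a, Serpinb2 rose by 2.41 on the log2 scale (limma adjusted p = 0.00983) and Mmp9 by 1.27 (limma adjusted p = 0.00116), while Pdgfra did not change past the threshold (0.22, limma adjusted p = 0.465). Of the 9 genes tested, 7 were higher and 2 lower. Tnf stayed under the filter, with 0.0761 to 0.112 CPM in control and 0.225 to 0.357 CPM in senescent libraries. Of 10 genes for the proteins in Figure 4a, 8 were higher and 2 lower. Among them Icam1 rose the most after Ccl11, from 2.28, 2.21 and 5.01 CPM in control to 52.5, 66.8 and 60.5 CPM in senescent libraries, a log2 fold change of 4.12 (limma adjusted p = 1.31e-04). Gdf15 rose by 1.11, Tnfrsf1b by 1.03 and Mmp2 by 0.61, and Tnfrsf1a by 0.0412, with a limma adjusted p of 0.785. The call of Mmp2 was lost in 5 of the 6 fits that left out a library.

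Of the 16 ligands and receptors of Figure 1 tested, 10 were higher and 6 lower. The chemokine genes Ccl2, Ccl7, Ccl11 (82057823 to 82062955) and Ccl8 (82115185 to 82116799) lie in one stretch of chromosome 11 on GRCm38, and their log2 fold changes were 2.29, 1.88, 5.40 and 3.84. Ccl9, farther along the chromosome (83572919 to 83578636), fell by 1.41 on the log2 scale (limma adjusted p = 0.00990). These directions held under the 3 other scalings. Mdk (0.41) and Cd44 (−0.02) were not past the threshold, and Tnfsf12, which encodes TWEAK, rose by 0.30 (limma adjusted p = 0.0323). From single cells the paper describes a loss of autocrine signals in senescent FAPs (Figure 1c). In the cultures, 29 genes of the outgoing signals of non-senescent FAPs had a mean log2 fold change of 0.61, with 21 higher and 8 lower and, at a limma adjusted p under 0.05, 11 higher and 1 lower. The paper's signals were inferred from ligands, receptors and cofactors in cells of muscle. This list holds transcripts of ligands in bulk cultures, so the measures are unlike and the values do not test the loss. C3 rose by 1.67, Fgf10 by 2.70 and Bmp6 by 1.41, while Cxcl12 fell by 0.99 on the log2 scale. These 4 genes were picked after their values were seen.

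More genes were activated than repressed, 64.0% of those past the threshold. The excess was present among genes of middle transcript length (63.4% in the fit with the replicate block), so gene length bias is not its whole cause, although the share rose with length, from 53.4% in the shortest to 73.5% in the longest class of transcripts. The lowest share in 3 classes of GC content was 63.9%. The share depended on the scaling, with 78.3% after division by library totals alone and 56.2% (Wilson interval 53.6% to 58.7%) after quantile normalization. An excess remained under each, so scaling is not its whole cause, while its size stays open. Median-of-ratios rescaling (66.1%) decides nothing here, because its factors were 0.998 to 1.016. Thinning every library to the same depth gave 65.8%, which argues against depth. With a filter at 2 CPM the share was 56.1% (Wilson interval 53.3% to 58.9%), so genes of low value account for part of the excess and not for all of it. In 3 equal classes by mean CPM it was 78.8%, 51.1% and 44.5% from the lowest to the highest class in the fit with the replicate block, with Wilson intervals of 76.0% to 81.4%, 46.7% to 55.5% and 38.9% to 50.3%. The excess may thus lie among genes with a mean under 7.22 CPM. Whether it reflects genes switched on in senescent FAPs or the behavior of low values was not separated.

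In 1 of the 10 splits of the 6 libraries, the real one, there were as many genes past the threshold (1600, against at most 49 in the others) and as many genes at an adjusted p under 0.05. The same held for chemokine signaling and the cell cycle, 1 of the 10 splits each. For the cytokine–cytokine receptor interaction list 2 of the 10 splits gave as small a p, for MAPK signaling 3, for DNA replication 2 and for the in vivo markers of Figure 3e 2, and for the enrichment score of the in vivo markers 3 of the 10 splits gave one as large. Of the 4 splits that part all same-numbered cultures, as the real one does, as small a p came from 2 for the cytokine list, 2 for MAPK signaling, 1 for DNA replication and 1 for the in vivo markers, and as large a score from 2. The other 6 splits keep the cultures of at least 1 number together. Every split but the real one sets 2 libraries of a group against 1 of the same group. Part of the real difference thus remains in it, and a small p there does not come from chance alone. By absolute mean log2 fold change, the real split was the largest for each of these lists. It gave 0.351 for the cytokine list against at most 0.146 in the others, and 0.0877 against 0.0433 for MAPK signaling. For DNA replication it gave 1.08 against 0.559, and for the in vivo markers 0.451 against 0.217. With 10 splits a share under 0.1 cannot be reached, so neither the counts nor the means tell chance apart from an effect.

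A list of 40 p53 target genes rose by a mean log2 fold change of 0.87. Of them, 34 were higher and 16 activated; at a limma adjusted p under 0.05, 27 were higher and 1 lower over all genes tested, and 29 and 1 adjusted over the list alone. Cdkn1a is among them, Trp53inp1 rose by 2.32 and Dcxr by 1.90. The list shares 2 genes with the cell cycle list. As small a p for p53 target genes came from 1 of the 10 splits.

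Rises of chemokine genes could come from leukocytes in the senescent cultures. The 11 listed leukocyte markers rose by 19.9 CPM in sum, while Ccl2 and Ccl7 alone rose by 318 CPM. Lyz2 reached 6.06 and Cd68 4.81 CPM in senescent FAPs, and Csf1r (0.15) and Fcgr3 (−0.41) did not change past the threshold. These levels argue against leukocytes as the source. Of the 7 leukocyte markers tested, 6 were higher and 1 lower (mean 0.95), and whether FAPs themselves express Cd53 at 11.4 CPM was not tested.

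Other cells of muscle were read from marker lists. The 9 myogenic markers tested had a mean of 0.41 with 6 higher and 3 lower. Acta1 fell (−1.49, limma adjusted p = 0.00424) while Itga7 rose by 0.83 (limma adjusted p = 0.00771), so the markers moved apart. Of the list, 4 were higher and 1 lower at a limma adjusted p under 0.05, and single genes do not settle whether the share of myogenic cells changed. Endothelial markers (9 tested, mean −0.16, 3 higher and 6 lower), Schwann cell markers (5 tested, mean 0.53, 5 higher) and FAP markers (20 tested, mean 0.38, 14 higher and 6 lower) were read in the same way, and no explanation was tested for them. Within the FAP list, Lum rose by 1.98 and Dcn by 1.79, and the collagen gene Col1a1 fell from 15545 to 3116 CPM (log2 fold change −2.29, limma adjusted p = 0.00150).

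Contractile genes fell, Acta2 with a log2 fold change of −1.49, Tagln with −1.01 and Cnn1 with −1.72. Fewer mural cells in the senescent cultures could lower them. The mural genes Cspg4 (−0.77, limma adjusted p = 0.00366) and Mcam (−0.81, limma adjusted p = 0.0229) also fell, while Notch3 (1.67, limma adjusted p = 0.00132) and Rgs5 (1.54, limma adjusted p = 0.00322) rose. Of the 13 mural and smooth muscle markers tested, 4 were higher and 9 lower, with a mean of −0.44, and at a limma adjusted p under 0.05 there were 2 higher and 8 lower. Fewer mural cells and lower expression within FAPs cannot be told apart, because the markers go both ways. Proliferating cultures on plastic could also raise contractile genes in control FAPs, which was not tested.

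Control replicate 2 had 2041 CPM of Spp1 against 331 and 384 in the other control libraries. Senescent RNA mixed into that library would have to make up 51% of it for Spp1, 18.5% for Ccl2 and 3.83% for Ccl11, and the median over all 208 genes that rose by more than 2 on the log2 scale was 4.97%. It was 0.302% (quartiles −1.51% to 2.88%) over the 23 interferon-stimulated genes among them and 6.47% (quartiles 0% to 18.5%) over the other 185. Mki67 was higher in control replicate 2 (247 CPM) than in the other control libraries (125 and 101 CPM). One mixture would need about the same share for every gene, so these values argue against it as the cause of the Spp1 level, and a share of a few percent is not excluded. A difference between the mice or cultures stays open and was not tested.

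Xist was expressed in replicate 2 of both groups, at 553 CPM in control and 487 CPM in senescent FAPs, and at 0.199 CPM or less in the other 4 libraries. The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty had at most 1 read in a replicate 2 library and 10.8 to 79.1 CPM in the others. The pattern is consistent with cells of replicate 2 from female and cells of replicates 1 and 3 from male mice. The methods name mice of both sexes and do not say which cultures came from which. Thy1 had 489 and 615 CPM in replicate 1 of the groups and 41.3 to 73.6 CPM in the other libraries. The lowest correlation between the deviations of same-numbered libraries was 0.207, so same-numbered cultures may share an origin, such as the same animals or isolation. Control replicate 2 and senescent replicate 3 correlated at 0.153, near that value, so the correlations alone do not settle it. Sex and replicate number cannot be separated by 3 pairs, and no effect of sex was tested.

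Cdkn2a did not change as a gene (0.13 on the log2 scale, 71.2, 56.5 and 129 CPM in control and 63.2, 102 and 104 CPM in senescent libraries). In GENCODE M21 the transcripts of p16 and p19 begin with different first exons and share the later ones, so a rise of p16 offset by a fall of p19 could give this value. Gene-level values sum both, and the transcripts cannot be told apart here.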
